A study of Drosophila melanogaster with 28 samples. Its data were reported in "Sites of transcription initiation drive mRNA isoform selection" (2023).

How the data were processed

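Messenger RNA was sequenced with short reads from 28 libraries of Drosophila embryos, 12 at 14-16 h and 16 at 16-18 h. Per the labels, eggs of heterozygous mutant flies carrying GFP-marked balancers were collected for 2 h and aged at 25 degrees, and mutant embryos were picked by morphology and by the absence of GFP. The authors deposited a table of raw read counts per gene for each age, made with featureCounts on the dm6 build, with the tool's version not stated. The authors' deposited tables per mutant hold log2 fold changes against w1118 from DESeq2, with the version not stated. The same tables hold an adjusted p-value per gene, and the authors marked genes with an adjusted p under 0.05. They also hold a mean of the DESeq2-normalized counts over the libraries compared, made by the authors. The strand on which reads were counted is not stated, so reads of overlapping genes on opposite strands can be shared.

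Samples were grouped by the labels alone. The count tables held 17558 genes at 14-16 h and 17753 genes at 16-18 h, and every entry was a gene with a symbol. Positions on dm6 were found for 98.3% and 99.3% of genes. Genes with low counts were removed with filterByExpr of edgeR, which left 10397 and 11366 genes. Libraries were scaled with TMM. Each table was fitted once with the quasi-likelihood model of edgeR 4.0.16 (glmQLFit, robust) with group as the only term, and each contrast was tested with glmQLFTest. The p-values were adjusted by the Benjamini-Hochberg method per contrast, with a threshold of 0.05, and every adjusted p of a gene comes from edgeR unless DESeq2 is named. The contrasts were each mutant against w1118 of the same age, nej3 against nejEP1179 and psce22 against psch27. The contrasts, gene lists, rule for named genes and alternatives were chosen before the data were examined. R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9 were also used.

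The genes named were the mutated gene, the 10 largest rises and 10 largest falls, and up to 4 members of each list described, by smallest adjusted p. Rises and falls were taken among genes with an adjusted p under 0.05, a mean of at least 5 CPM and every mutant library beyond every control library. Genes with only a numbered symbol, RNA genes, transposons and histones were passed over. For both alleles of nej and both of Psc, the 10 genes up and 10 down with the largest smaller change were taken. Genes outside this rule were chosen after their values were seen: Su(z)2, roX1, Sxl and msl-2, the neighbours of krz and robo3, the genes changed in all 7 mutants, and genes of the rule in one group when followed in another. FBgn0010549 is given by identifier.

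The gene lists numbered 26, of which 25 with at least 3 members measured were tested with camera of limma on log2 CPM with a prior count of 2 and a preset correlation of 0.01, over the 7 contrasts with w1118. Of 173 tests, 34 had an adjusted p under 0.05. With the correlation estimated from the residuals 0 did, and 7 had an unadjusted p under 0.05. The 34 calls are those given in the report with a camera adjusted p under 0.05.

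Overlap of contrasts that share controls was compared with 20 simulated data sets without any change, and for nej with the 4 controls divided in 6 ways. The test was also run on simulated data with 200 genes changed in each contrast, by 1.5-, 2- and 4-fold. Groups at 16-18 h are named by their label. At 2-fold it found 98.5% in nej3, 91% in nejEP1179, 64.2% in Dfd1, 68.7% in ez731, 64.2% in psce22, 68.7% in psch27 and 74.6% in SppsG8810, and 2.87 to 5.19% of the calls were false. At 1.5-fold it found 79.1 and 65.7% in nej3 and nejEP1179 and 17.9 to 35.8% at 16-18 h. The first principal component took 43.7% of the variance at 14-16 h and 43.2% at 16-18 h.

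The alternatives were RLE size factors in place of TMM, no filter on low counts, DESeq2 in place of edgeR, a fit of only the groups compared, a block for replicate number, and leaving out each library in turn. For a contrast, only the fits that left out a library of its own groups were read. No replicates were copies of each other, with a chi-square per degree of freedom of 2.83 to 131 over 32 pairs.

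To learn which columns the authors compared, the mean normalized count in each of the authors' deposited tables was recomputed from 70 sets of columns at 14-16 h and 364 at 16-18 h, over genes with a mean above 10. The authors' tables served this check only, and a few of their values are given as such. Use of alternative promoters and 3' ends was not analysed here.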

Results

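The series holds short-read mRNA sequencing of Drosophila melanogaster embryos, with mutant embryos picked from the progeny of heterozygous flies. At 14-16 h of development there were 4 libraries each of nej3, of nejEP1179 and of the control stock w1118. At 16-18 h the columns of the count table were named Dfd1 (2 libraries), ez731 (3), psce22 (2), psch27 (3), SppsG8810 (3) and w1118 (3). nej encodes the fly CBP/p300 acetyltransferase, and nej3 and nejEP1179 are a pair of alleles of it. Dfd is a Hox gene, E(z) is the histone methyltransferase of Polycomb repressive complex 2, Psc is a core member of Polycomb repressive complex 1, and Spps is a DNA-binding protein that acts with Polycomb. The total count per library was 13129082 to 21509453 at 14-16 h and 17940038 to 22354257 at 16-18 h. The 10 most abundant genes took 9.98 to 11.4% of the counts at 14-16 h and 6.12 to 7.43% at 16-18 h. After the filter on low counts, 10397 genes were tested at 14-16 h and 11366 at 16-18 h. Levels are CPM, counts scaled to a common library size of 1e6, as mean ± SD over the libraries of a group, and changes are log2 fold changes ± SE of the fit. Reads are PCR products without molecular identifiers, so a floor drawn from counts covers counting error only, while the SE of the fit includes the spread between libraries and the p-values measure only the spread between these samples.

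The nej3 comparison asked what changed in gene expression in embryos mutant for CBP. Heat shock genes were among those that rose in nej3. Hsp26 (FBgn0001225, 3L 9376418 to 9377427 on dm6), a small chaperone, rose from 5.97 ± 0.990 to 495 ± 159 CPM (n = 4 each, log2 change 6.37 ± 1.08, adjusted p = 0.0023). Ipod, which encodes an interaction partner of the methyltransferase Dnmt2 (FBgn0030187, X 10231002 to 10233080), rose from 6.13 ± 0.706 to 1150 ± 166 CPM (log2 change 7.55 ± 0.15, adjusted p = 1.1e-12). The peptidoglycan recognition gene PGRP-SD (FBgn0035806, 3L 7651180 to 7651900) fell from 20.8 ± 0.946 to 2.99 ± 0.711 CPM (log2 change -2.79 ± 0.13, adjusted p = 2.8e-10). Ipod also rose and PGRP-SD also fell in every labelled mutant group at 16-18 h, so neither change is particular to nej. The transcript of nej itself (FBgn0261617, X 9665442 to 9687066) stood at 243 ± 11.3 CPM in nej3 and 249 ± 11.7 CPM in w1118 (log2 change -0.04 ± 0.10, adjusted p = 0.84). In all, 2495 of 10397 genes changed (24.0%), 1283 up and 1212 down. Over 2-fold, 264 rose and 176 fell.

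Of the 21 heat shock and cell stress genes measured in nej3, 13 rose, 1 fell and 7 did not pass. Adjusted over the list alone, 15 rose and 1 fell. Within this list large rises were those of Hsp70Bc (8.17 ± 1.46, adjusted p = 0.0031), Hsp70Bb (5.66 ± 1.11), Hsp70Ab (5.25 ± 1.22), Hsp68 (4.99 ± 0.70) and Hsp27 (4.91 ± 0.55, adjusted p = 1.8e-04). The Hsp70 copies are near-identical, so reads can be shared between them. The glutathione transferase gene GstE1 rose by 1.86 ± 0.08 and the small chaperone gene Hsp67Bc by 1.46 ± 0.13. Gadd45, a stress-response gene, fell to -0.77 ± 0.13. The camera test put the list above other genes (adjusted p = 2.3e-07), but not once the correlation between genes was estimated (adjusted p = 0.83 with an estimated correlation).

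Genes of the E(spl) complex, which respond to Notch signalling, also moved up in nej3: 9 of 11 rose and the other 2 did not pass. Adjusted over the list alone, 10 rose. E(spl)m4-BFM rose by 0.96 ± 0.12, E(spl)malpha-BFM by 0.84 ± 0.16 and E(spl)mgamma-HLH by 0.62 ± 0.11. The camera adjusted p was 1.3e-05 (adjusted p = 0.66 with an estimated correlation). Of 23 muscle genes, 7 rose and 16 did not pass, and 9 rose adjusted over the list alone. Zasp52, a sarcomere Z-disc protein, rose by 0.29 ± 0.06, paramyosin (Prm) by 0.29 ± 0.07 and the muscle actin Act57B by 0.22 ± 0.06 (camera adjusted p = 0.0033, adjusted p = 0.83 with an estimated correlation). Of 5 fat body genes, 3 rose and 2 did not pass, with 3 risen adjusted over the list alone. Lsp1gamma, a larval serum protein, rose by 1.94 ± 0.14 and the alcohol dehydrogenase Adh by 2.60 ± 0.64 (camera adjusted p = 0.019, adjusted p = 0.83 with an estimated correlation).

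The Hox genes showed smaller differences in nej3. Ubx stood at 0.09 ± 0.05 (adjusted p = 0.18) and Dfd at 0.14 ± 0.08 (adjusted p = 0.21). With edgeR 0 of 8 Hox genes passed, 1 had an unadjusted p under 0.05, and DESeq2 called 0; adjusted over the list alone 0 passed. Ubx passed without replicate 3 of nej3 (adjusted p = 0.039). Among the ELAV-family genes, which encode neuronal RNA-binding proteins that promote distal 3' ends, Rbp9 (FBgn0010263) rose from 50 ± 2.90 to 75.3 ± 8.13 CPM (0.59 ± 0.07, adjusted p = 2.1e-05). fne stood at -0.16 ± 0.06 (adjusted p = 0.063) and passed without replicate 4 of nej3 (adjusted p = 0.048), and elav stood at -0.15 ± 0.07 (adjusted p = 0.15). Of the genes that the study used as isoform examples, ttk rose by 0.54 ± 0.05 and Mvl by 0.21 ± 0.04, while chic fell to -0.37 ± 0.05 and stai to -0.28 ± 0.04. The other 10 of 14 did not pass, 2 rose and 2 fell adjusted over the list alone, and as the study picked these genes they are not independent evidence of a direction. Counts per gene do not measure which 3' end or promoter was used.

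Outside these lists, the eye pigment transporter gene w rose from 0.0703 ± 0.0606 to 39.1 ± 3.13 CPM in nej3 (8.94 ± 0.32, adjusted p = 4.9e-10). w1118 carries a deletion in this gene, and w is a common marker of transgenes and insertions. The cytochrome P450 genes Cyp309a2 (6.27 ± 0.16) and Cyp4p2 (5.99 ± 0.16) rose as well. Among the genes that fell were mre11, a nuclease of double-strand break repair (-2.71 ± 0.15, adjusted p = 5.3e-09), and phr, a photolyase that repairs ultraviolet damage (-2.14 ± 0.20, adjusted p = 4.4e-06). Others were the ABC transporter gene FBgn0010549 (-2.83 ± 0.24), the ribosomal protein gene RpS5b (-2.19 ± 0.08), the zinc transporter gene ZnT35C (-2.02 ± 0.11), the copper transporter gene Ctr1B (-2.0 ± 0.16) and the adenosine kinase gene Ady43A (-1.99 ± 0.08). The P450 genes Cyp6t1 (-1.99 ± 0.14) and Cyp6d2 (-1.86 ± 0.12) fell too.

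**Figure D1:**
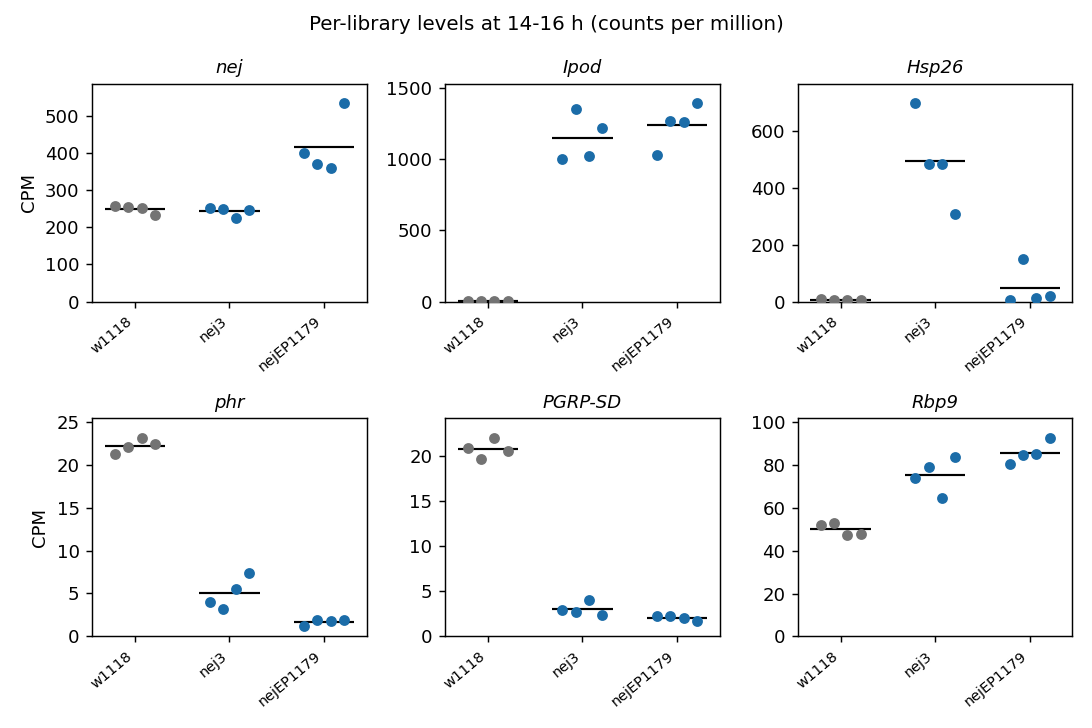
CPM (linear axis from 0) of nej, Ipod, Hsp26, phr, PGRP-SD and Rbp9 in each library at 14-16 h, with w1118 in grey, nej mutants in blue and a line at each group's mean. Ipod lies near 1150 CPM in nej3 and 1240 CPM in nejEP1179 against 6.13 CPM in w1118, while Hsp26 is high in nej3 and in replicate 2 of nejEP1179 (151 CPM).

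The nejEP1179 comparison asked the same question with a P-element insertion allele. The transcript of nej rose in nejEP1179, to 415 ± 80.6 CPM against 249 ± 11.7 CPM in w1118 (n = 4 each, log2 change 0.73 ± 0.10, adjusted p = 2.1e-04). Ipod rose to 1240 ± 150 CPM (7.66 ± 0.15, adjusted p = 1.0e-12), Cyp309a2 by 6.41 ± 0.16 and Cyp4p2 by 6.07 ± 0.16. The photolyase gene phr (FBgn0003082, 2R 7825289 to 7827319) fell from 22.2 ± 0.810 to 1.69 ± 0.359 CPM (-3.71 ± 0.23, adjusted p = 8.1e-08) and PGRP-SD to 2.07 ± 0.245 CPM (-3.31 ± 0.13, adjusted p = 6.1e-11). In all, 2587 of 10397 genes changed (24.9%), 1306 up and 1281 down, with 244 up and 171 down over 2-fold.

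The other named rises in nejEP1179 included TwdlU, a Tweedle cuticle protein (4.96 ± 0.21), PH4alphaSG2, a prolyl hydroxylase subunit (3.22 ± 0.10), blanks, an RNA-binding protein (3.14 ± 0.18), and the chaperone gene Hsc70-2 (3.11 ± 0.15). Tep4, a thioester-containing immune protein, rose from 15 ± 1.67 to 116 ± 8.85 CPM (2.95 ± 0.07, adjusted p = 7.0e-13). The peroxiredoxin genes Prx2540-2 (2.69 ± 0.24) and Prx2540-1 (2.07 ± 0.31) rose together, and these copies are similar enough to share reads. The eye pigment gene w rose to 3.56 ± 1.28 CPM (5.52 ± 0.43, adjusted p = 1.2e-06). Among the falls were the ABC transporter gene FBgn0010549 (-2.69 ± 0.23), the fucosyltransferase gene FucTC (-2.53 ± 0.09), the maltase gene Mal-B1 (-2.38 ± 0.19) and the drosomycin-like gene Drsl5 (-1.89 ± 0.23). Cyp6d2 (-1.92 ± 0.12), Cyp310a1 (-1.91 ± 0.19), Ady43A (-1.88 ± 0.08) and mre11 (-1.75 ± 0.14) fell as well.

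Of 22 cell cycle genes in nejEP1179, 6 fell and 16 did not pass, and 7 fell adjusted over the list alone. The mitotic cyclins CycB3 (-0.72 ± 0.10) and CycA (-0.41 ± 0.05) and the replication helicase subunits Mcm5 (-0.36 ± 0.07) and Mcm7 (-0.26 ± 0.06) were among them (camera adjusted p = 0.012, adjusted p = 0.83 with an estimated correlation). Of 23 muscle genes, 6 rose, 1 fell and 16 did not pass, and 10 rose and 1 fell adjusted over the list alone. Mp20, a muscle calponin, rose by 0.61 ± 0.13, Zasp52 by 0.32 ± 0.06 and the muscle transcription factor Mef2 by 0.17 ± 0.04 (camera adjusted p = 0.012, adjusted p = 0.92 with an estimated correlation). Of 12 tracheal genes, 5 rose and 7 did not pass, and 7 rose adjusted over the list alone. The FGF receptor btl rose by 0.62 ± 0.10, pio by 0.53 ± 0.12, uif by 0.47 ± 0.08 and the tracheal regulator trh by 0.29 ± 0.06 (camera adjusted p = 0.019, adjusted p = 0.83 with an estimated correlation). Of 11 E(spl) genes, 4 rose and 7 did not pass, with 4 risen adjusted over the list alone. E(spl)m4-BFM rose by 0.98 ± 0.12 and E(spl)m5-HLH by 0.88 ± 0.19 (camera adjusted p = 0.015, adjusted p = 0.83 with an estimated correlation).

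The heat shock and cell stress genes were divided in nejEP1179, where 5 rose, 4 fell and 12 did not pass, and 11 rose and 4 fell adjusted over the list alone (camera adjusted p = 0.25, adjusted p = 0.93 with an estimated correlation). Replicate 2 stood apart, with Hsp26 at 151 CPM against 6 to 18.6 CPM in the other nejEP1179 libraries. Hsp26 itself passed only without replicate 1 (adjusted p = 0.028) or replicate 3 (adjusted p = 0.046), or with DESeq2 (adjusted p = 0.0037). Rbp9 rose by 0.78 ± 0.07 (adjusted p = 1.1e-06), while elav (0.02 ± 0.07, adjusted p = 0.88) and fne (0.01 ± 0.06, adjusted p = 0.94) did not pass. ttk rose by 0.46 ± 0.05 and Mvl by 0.25 ± 0.04, and chic fell to -0.46 ± 0.05 and stai to -0.26 ± 0.04. The other 10 of the study's 14 examples did not pass, and 4 rose and 2 fell adjusted over the list alone.

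Compared directly, several heat shock genes stood higher in nej3 than in nejEP1179. Hsp27 was higher in nej3 by 2.97 ± 0.49 on the log2 scale (adjusted p = 0.0052), Hsp23 by 3.20 ± 0.54 (adjusted p = 0.0061), Hsp68 by 2.96 ± 0.60 (adjusted p = 0.016) and Hsp26 by 3.38 ± 0.90 (adjusted p = 0.047). Of the 21 heat shock and cell stress genes, 10 were higher in nej3 and 11 did not pass, with 16 higher adjusted over the list alone. FucTC was 29.0 CPM in nej3 and 4.97 CPM in nejEP1179 (2.53 ± 0.09, adjusted p = 2.4e-10), and nej itself was lower in nej3 (-0.77 ± 0.10, adjusted p = 5.2e-04). The pigment gene w (3.42 ± 0.18), the inositol phosphate synthase gene Inos (1.70 ± 0.13), the kinase gene Pdk (1.22 ± 0.12) and Mur2B (1.19 ± 0.21) were higher in nej3. In turn blanks (-2.02 ± 0.16), Cyp6t1 (-1.94 ± 0.15), ZnT35C (-1.89 ± 0.11), the replication gene Psf3 (-1.73 ± 0.16), the metallothionein gene MtnA (-1.31 ± 0.06), Hsc70-2 (-1.0 ± 0.13) and mthl8 (-0.91 ± 0.07) were lower in nej3. Of 21 Polycomb group genes, 2 were higher and 4 lower in nej3, 15 did not pass, and the counts adjusted over the list alone were also 2 and 4. Psc (-0.53 ± 0.07), Su(z)2 (-0.41 ± 0.05) and ph-p (-0.27 ± 0.04) were lower. In all, 967 genes differed (9.30%), 520 higher and 447 lower in nej3. A fit of only these 8 libraries gave 563, in which Hsp26 (adjusted p = 0.15) and Hsp68 (adjusted p = 0.081) did not pass. Without replicate 3 of nejEP1179 the count was 626, and Hsp68 did not pass (adjusted p = 0.054). The difference in Hsp26 did not pass without any replicate of nej3 (adjusted p = 0.062 to 0.095) or without replicates 1, 3 or 4 of nejEP1179 (adjusted p = 0.069 to 0.11).

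Both nej alleles moved many genes the same way. A total of 1489 genes passed in both with the same sign, 759 up and 730 down, and 16 passed with opposite signs. Victoria (FBgn0053117) had 0 counts in all w1118 libraries and stood at 7.73 ± 1.57 CPM in nej3 (adjusted p = 5.6e-09) and 8.87 ± 1.27 CPM in nejEP1179 (adjusted p = 3.1e-09), at least 211- and 243-fold higher from 3 counts over the control group. Ipod, Cyp309a2, Cyp4p2, w, TwdlU (4.80 in nej3 and 4.96 in nejEP1179), PH4alphaSG2 (3.54 and 3.22), Tep4 (2.90 and 2.95) and Prx2540-2 (2.21 and 2.69) rose in both alleles, as did Hsp70Bb (5.66 and 3.93). In nejEP1179 the rise of Hsp70Bb (adjusted p = 0.040) did not pass without replicate 2 (0.081) or 3 (0.053), without any w1118 replicate (0.086 to 0.094), with no filter on low counts (0.055) or in a fit of only these 8 libraries (0.074). PGRP-SD, FBgn0010549, phr, Ady43A, Cyp6d2, mre11, Cyp310a1 (-1.74 and -1.91), RpS5b (-2.19 and -1.63), Mal-B1 (-1.60 and -2.38) and Ctr1B (-2.0 and -1.45) fell in both. Across genes, which are not independent replicates, the log2 changes of the alleles correlated with r = 0.79. Both share the same w1118 libraries, which alone gave r = 0.49 in simulated data without any change. There 0 genes passed in both in each of 20 simulations, but hardly any gene passes when none is changed. Independent lists of these sizes would share 161 up and 149 down. With the 4 controls divided so that each allele had its own pair, 751 to 789 genes passed in both over 6 splits (r = 0.60 to 0.76).

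At 16-18 h the names of the count table's columns and the genes that the names refer to were at odds, so these groups are called by their label throughout. The authors' deposited tables give a mean normalized count per gene, which was recomputed from each of 364 sets of columns at 16-18 h and 70 at 14-16 h. The table named ez731 was given to within the rounding of the values by the columns labelled psce22 together with replicate 1 of psch27, the table named psce22 by replicates 2 and 3 of psch27, the table named psch27 by SppsG8810, and the table named SppsG8810 by ez731. The table named Dfd1 and both nej tables were given by the columns of their own name. For 4 of the 5 tables at 16-18 h, then, no direction can be tied to a mutant from the label alone. E(z) was 21.5 ± 0.684 CPM in the 3 libraries labelled ez731 against 24.3 ± 1.37 CPM in w1118 (-0.18 ± 0.15, adjusted p = 0.39), and 14.8 ± 0.882 CPM in those labelled psce22. Psc was 20.6 ± 1.77 CPM in the 2 libraries labelled psce22 and 329 ± 12 CPM in the 3 labelled SppsG8810, against 28.1 ± 3.42 CPM in w1118.

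**Figure D2:**
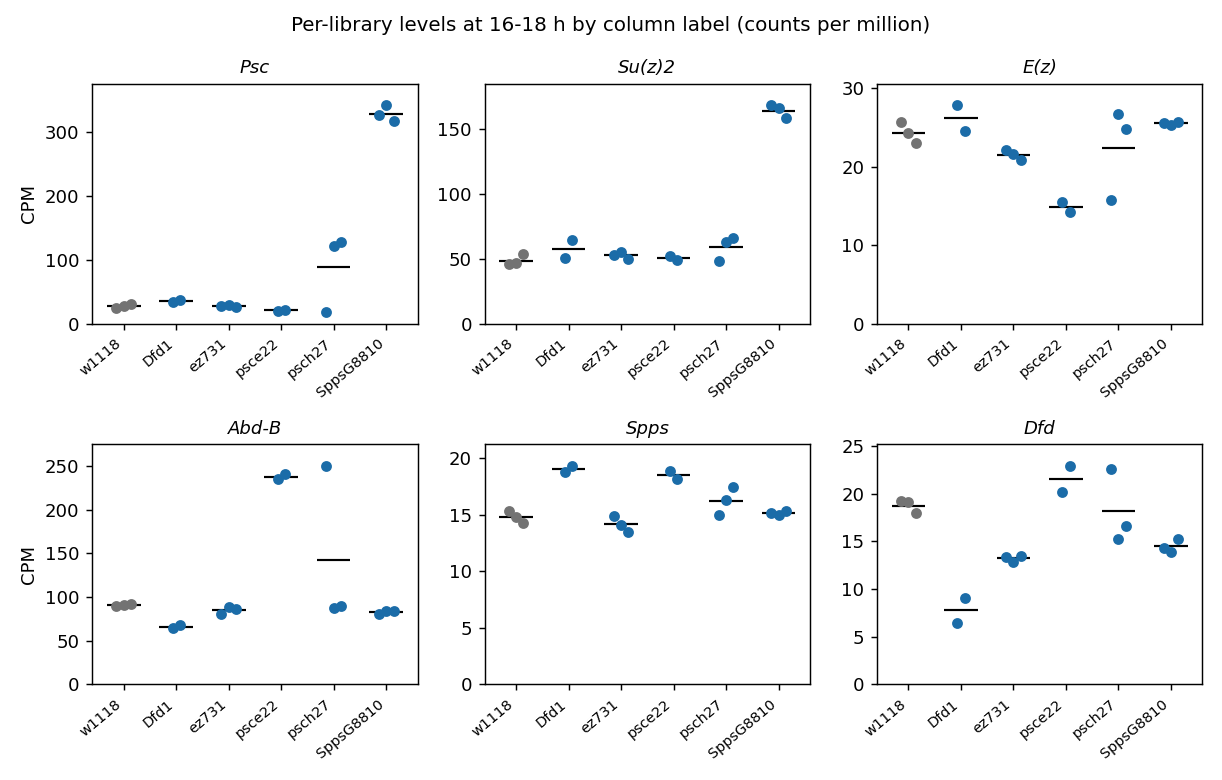
CPM (linear axis from 0) of Psc, Su(z)2, E(z), Abd-B, Spps and Dfd in each library at 16-18 h by the label of its column, with w1118 in grey and a line at each group's mean. Psc is near 329 CPM in the libraries labelled SppsG8810 against 28.1 CPM in w1118, and replicate 1 labelled psch27 lies beside those labelled psce22 for Psc, E(z) and Abd-B.

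The libraries labelled Dfd1, whose label and authors' table matched, carried less Dfd transcript than w1118. Dfd (FBgn0000439, 3R 6791836 to 6802428) stood at 7.79 ± 1.84 CPM against 18.7 ± 0.690 CPM (n = 2 and 3, -1.27 ± 0.17, adjusted p = 6.3e-05). Ipod rose from 0.518 ± 0.229 to 919 ± 227 CPM (10.76 ± 1.44, adjusted p = 1.1e-04), and Osi6, a member of the Osiris family, from 6.66 ± 2.55 to 2630 ± 283 CPM (8.62 ± 2.03). Genes of the eggshell also rose, among them the chorion genes Cp36 (9.69 ± 1.85), Cp38 (9.41 ± 1.77), Cp7Fc (9.04 ± 1.38) and Cp7Fa (8.28 ± 1.01). In all, 5971 of 11366 genes changed (52.5%), 2901 up and 3070 down, with 1141 up and 1206 down over 2-fold. Across genes, which are not independent replicates, the changes correlated with the change in w1118 from 14-16 h to 16-18 h with a mean r of -0.67.

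The eggshell transcripts differed between both libraries labelled Dfd1, with a median over the eggshell genes of 59.8 CPM in replicate 1 and 17.1 CPM in replicate 2. Of 19 such genes, a list written after the values were seen, 18 rose, as did 3 of 3 yolk protein genes. The eggshell genes yellow-g2 (9.17 ± 1.74) and yellow-g (8.52 ± 1.46), Obp19c (9.49 ± 1.49) and the meiotic regulator mtrm (8.71 ± 1.62) were among the named rises. DESeq2 gave no adjusted p for Cp36, Cp38, yellow-g and yellow-g2. The receptor gene mthl8 (FBgn0052475, 3L 22428 to 26308) had 0 counts in both libraries labelled Dfd1 against 27.8 ± 2.39 CPM in w1118, at least 416-fold lower from 3 counts over the group.

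Of 23 maternal germline transcripts in the libraries labelled Dfd1, 20 rose and 3 did not pass, and 21 rose adjusted over the list alone. swa (5.68 ± 0.68) and exu (3.43 ± 0.41), which localise maternal RNA, the posterior determinant nos (2.59 ± 0.35) and the germline regulator orb (1.91 ± 0.25) were among them (camera adjusted p = 4.6e-07, adjusted p = 0.83 with an estimated correlation). Of 22 cell cycle genes, 20 rose and 2 did not pass, and 21 rose adjusted over the list alone. The replication clamp PCNA rose by 2.20 ± 0.25, the ribonucleotide reductase subunit RnrL by 2.09 ± 0.20 and Mcm2 by 1.96 ± 0.21 (camera adjusted p = 2.6e-08, adjusted p = 0.83 with an estimated correlation). Of 16 cleavage and polyadenylation genes, 12 rose and 4 did not pass, with 12 risen adjusted over the list alone. Cpsf73 rose by 0.96 ± 0.13, Cpsf100 by 0.89 ± 0.13 and Cpsf160 by 0.76 ± 0.13 (camera adjusted p = 0.0021, adjusted p = 0.83 with an estimated correlation). Eggshell transcripts rose in the same libraries.

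Of 21 Polycomb group genes in the libraries labelled Dfd1, 12 rose, 1 fell and 8 did not pass, with 12 and 1 adjusted over the list alone. Caf1 rose by 1.21 ± 0.16 and Pcl by 0.88 ± 0.13 (camera adjusted p = 0.0021, adjusted p = 0.83 with an estimated correlation). Of 17 Trithorax group and coactivator genes, 11 rose, 1 fell and 5 did not pass, with 11 and 1 adjusted over the list alone. The chromatin remodelling subunit mor rose by 0.78 ± 0.12 and nej by 0.54 ± 0.09, while Trl, the GAGA factor, fell to -0.65 ± 0.08 (camera adjusted p = 0.022, adjusted p = 0.83 with an estimated correlation). Of 52 other developmental Polycomb target genes, 2 rose, 17 fell and 33 did not pass, with 1 up and 16 down adjusted over the list alone. Doc3 (-1.19 ± 0.14), ems (-1.0 ± 0.13) and Doc1 (-0.85 ± 0.10), all transcription factors, fell (camera adjusted p = 0.021, adjusted p = 0.83 with an estimated correlation). Of 8 Hox genes, Dfd and lab (-0.65 ± 0.12) fell and 6 did not pass, with 2 fallen adjusted over the list alone (camera adjusted p = 0.32, adjusted p = 0.92 with an estimated correlation).

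Many cuticle, muscle and glial genes fell in the libraries labelled Dfd1. Of 30 cuticle and chitin genes, 3 rose, 17 fell and 10 did not pass, with 3 and 17 adjusted over the list alone. Cpr62Bc fell from 892 ± 32.7 to 157 ± 0.108 CPM (-2.50 ± 0.11, adjusted p = 3.7e-08) and TwdlM to -1.99 ± 0.17 (camera adjusted p = 0.015, adjusted p = 0.83 with an estimated correlation). Of 23 muscle genes, 1 rose, 16 fell and 6 did not pass, with 1 and 16 adjusted over the list alone. The troponin gene TpnC41C (-1.08 ± 0.13), the tropomyosin gene Tm2 (-0.61 ± 0.10) and Act57B (-0.45 ± 0.07) fell (camera adjusted p = 0.0021, adjusted p = 0.83 with an estimated correlation). Of 14 glial genes, 1 rose, 9 fell and 4 did not pass, with 1 up and 10 down adjusted over the list alone. The glutamate transporter Eaat1 fell to -1.71 ± 0.15 and the glial regulator repo to -0.69 ± 0.09 (camera adjusted p = 0.015, adjusted p = 0.83 with an estimated correlation). Other named falls were Jon65Aiv (-4.33 ± 0.96) and yip7 (-4.00 ± 1.01), which are digestive proteases, the cuticle genes Cpr65Ec (-4.04 ± 0.70), Lcp65Af (-3.80 ± 0.72) and Cpr76Bb (-3.64 ± 0.55), and Muc55B, Pebp1, FucTC and pst (-4.02 to -3.71). Without replicate 2 labelled Dfd1, yip7 did not pass (adjusted p = 0.055).

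**Figure D3:**
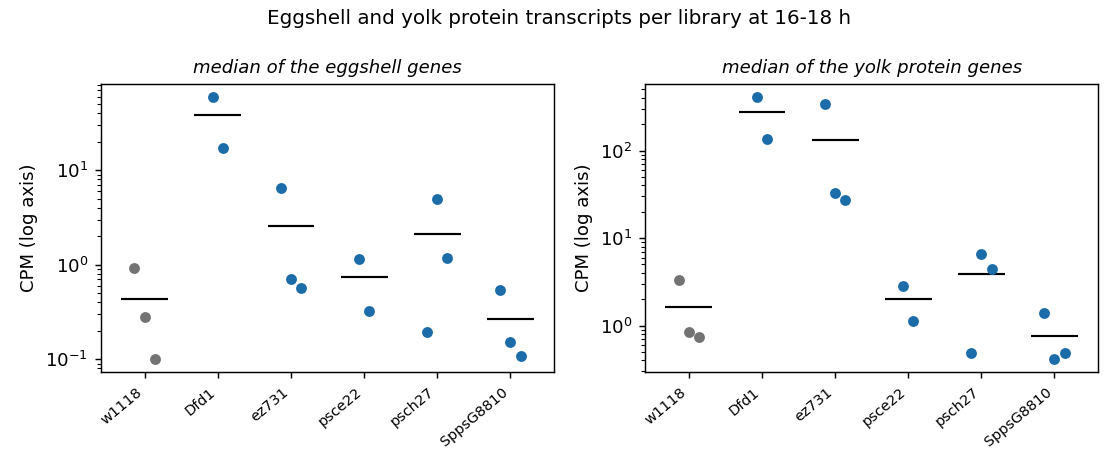
Median CPM of the eggshell genes and of the yolk protein genes in each library at 16-18 h (log axes, line at each group's mean, w1118 in grey). The libraries labelled Dfd1 lie at 59.8 and 17.1 CPM for eggshell genes and 413 and 136 CPM for yolk protein genes, and replicate 1 labelled ez731 lies at 338 CPM for yolk protein genes.

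The libraries labelled ez731 carried more transcript of neuronal genes than w1118, and the authors' table named SppsG8810 was built from these columns, so the mutant they stand for is open. Of 30 neuronal function genes, 19 rose and 11 did not pass, and 22 rose adjusted over the list alone. The tyrosine hydroxylase ple rose from 38.3 ± 4.08 to 89.7 ± 3.17 CPM (n = 3 each, 1.23 ± 0.18, adjusted p = 4.3e-04), the sodium channel para by 0.81 ± 0.13, the synaptic priming factor unc-13 by 0.69 ± 0.11 and synapsin (Syn) by 0.53 ± 0.08. The camera adjusted p was 9.5e-08 (adjusted p = 0.83 with an estimated correlation). Spps stood at 14.2 CPM in these libraries and 14.8 CPM in w1118. In all, 3290 of 11366 genes changed (28.9%), 1498 up and 1792 down, with 580 up and 344 down over 2-fold.

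Transcripts of yolk, eye and gut genes were high in replicate 1 labelled ez731, and Yp1 and ninaE lay above w1118 in all 3 libraries. The yolk protein genes Yp1 (7.33 ± 1.33) and Yp2 (6.03 ± 1.37), the rhodopsin gene ninaE (6.08 ± 1.09), the proteases Jon25Bi (8.21 ± 1.83) and Jon25Bii (8.20 ± 1.79) and the transferrin gene Tsf1 (7.87 ± 1.61) rose in the group. Yp1 ranged from 33.4 to 472 CPM and ninaE from 10.6 to 156 CPM over the 3 libraries, against 1.12 ± 0.759 and 0.874 ± 0.309 CPM in w1118. RNA of adult tissue was not tested as a source of these or of the other rises in this group. Jon25Bi and Jon25Bii are close copies that can share reads. Cp36 passed with all libraries (6.11 ± 1.76, adjusted p = 0.023) but not without replicate 1 labelled ez731 (adjusted p = 0.13) or without replicate 1, 2 or 3 of w1118 (adjusted p = 0.053, 0.077 and 0.078). In a fit of only these 6 libraries Cp36 (adjusted p = 0.085), Tsf1 (0.070), ninaE (0.061), Yp2 (0.060), Jon25Bi (0.057), Mtk (0.061) and TwdlQ (0.061) did not pass. Ipod rose by 7.86 ± 1.33 (adjusted p = 0.0014). Of 10 antimicrobial and immune genes, 5 rose, 1 fell and 4 did not pass, with 9 up and 1 down adjusted over the list alone. Drs (6.50 ± 1.27) and Mtk (3.63 ± 0.83), which are antifungal peptides, and PGRP-SA (1.60 ± 0.33) rose (camera adjusted p = 0.0099, adjusted p = 0.83 with an estimated correlation).

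Of 11 E(spl) genes in the libraries labelled ez731, 6 fell and 5 did not pass, and 7 fell adjusted over the list alone. E(spl)mbeta-HLH fell to -0.71 ± 0.07 and E(spl)m3-HLH to -0.59 ± 0.12 (camera adjusted p = 0.013, adjusted p = 0.83 with an estimated correlation). Of 16 cleavage and polyadenylation genes, 1 rose, 7 fell and 8 did not pass, with 1 up and 8 down adjusted over the list alone. Sym (-0.79 ± 0.13), Pabp2 (-0.44 ± 0.10) and cbc (-0.42 ± 0.08) fell, and the list as a whole did not pass (camera adjusted p = 0.072, adjusted p = 0.85 with an estimated correlation). Of 8 Hox genes, lab (-0.55 ± 0.10) and Dfd (-0.50 ± 0.14) fell and 6 did not pass, with 2 fallen adjusted over the list alone. Dfd did not pass without replicate 2 labelled ez731 (adjusted p = 0.062), nor without replicate 1 (adjusted p = 0.053) or 2 (adjusted p = 0.056) of w1118. Drsl5 fell from 144 ± 11.6 to 1.71 ± 0.964 CPM (-6.41 ± 0.73, adjusted p = 1.2e-04), GILT3 to -2.79 ± 0.41, FucTC to -2.66 ± 0.45, dj-1beta to -2.56 ± 0.23, the cuticle genes TwdlQ to -2.34 ± 0.50 and Ccp84Aa to -1.56 ± 0.27, the acetyltransferase adaptor Ada2a to -1.77 ± 0.43 and the ubiquitin hydrolase Uch to -1.74 ± 0.34. mthl8 fell to -4.81 ± 1.23 (adjusted p = 0.015) but did not pass without replicate 3 labelled ez731 (adjusted p = 0.056).

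The libraries labelled psce22 carried more transcript of the Hox genes Abd-B and Antp. Abd-B (FBgn0000015, 3R 16927212 to 16972236), which specifies posterior segments, was at 238 ± 4.08 CPM against 91.0 ± 1.06 CPM in w1118 (n = 2 and 3, 1.39 ± 0.34, adjusted p = 0.0096), and Antp, of the thorax, rose by 0.61 ± 0.19 (adjusted p = 0.024). lab fell to -0.76 ± 0.12 and Scr to -0.30 ± 0.09. The transcript of Psc (FBgn0005624, 2R 12965997 to 12980994) stood at -0.44 ± 0.56 (adjusted p = 0.55) and passed in a fit of these groups alone (adjusted p = 0.017), while E(z) (FBgn0000629, 3L 10634575 to 10638130) fell from 24.3 ± 1.37 to 14.8 ± 0.882 CPM (-0.71 ± 0.17, adjusted p = 0.0073). The authors' table named ez731 was built from these columns and replicate 1 labelled psch27. Of 8 Hox genes, 4 rose, 2 fell and 2 did not pass, with 4 and 2 adjusted over the list alone (camera adjusted p = 0.43, adjusted p = 0.92 with an estimated correlation). Without replicate 2 labelled psce22 Abd-B (adjusted p = 0.066), Antp (0.13), Scr (0.11) and E(z) (0.081) did not pass, and without replicate 1 Antp (0.063) and Scr (0.15) did not. Antp also did not pass without w1118 replicate 1 (0.074) or 2 (0.068), nor Scr without w1118 replicate 2 (0.057) or 3 (0.053).

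In all, 4500 of 11366 genes changed in the libraries labelled psce22 (39.6%), 2015 up and 2485 down, with 409 up and 930 down over 2-fold. The count was 802 without replicate 2 and 2803 without replicate 1 labelled psce22. Across genes, which are not independent replicates, the changes correlated with the change in w1118 from 14-16 h to 16-18 h with a mean r of -0.62.

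The krz, mod and Map205 genes stand side by side near the end of 3R and were almost absent from the libraries labelled psce22. krz, a beta-arrestin (FBgn0040206, 3R 32045314 to 32051993), stood at 0.119 ± 0.0354 CPM against 56.8 ± 3.64 CPM in w1118 (-8.84 ± 1.87, adjusted p = 0.0055). mod, a chromatin and nucleolar protein (FBgn0002780, 3R 32052060 to 32054974), stood at 0.45 ± 0.108 against 234 ± 3.70 CPM (-9.0 ± 2.0, adjusted p = 0.0067), and Map205, a microtubule-binding protein (FBgn0002645, 3R 32055279 to 32068441), at 0.0952 ± 0.0685 against 58.4 ± 1.42 CPM (-9.18 ± 1.81, adjusted p = 0.0044). Replicate 1 labelled psch27 had 0.0483, 0.0967 and 0.0967 CPM of these genes. Without replicate 2 labelled psce22 the adjusted p was 0.067 for krz, 0.076 for mod and 0.059 for Map205.

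**Figure D4:**
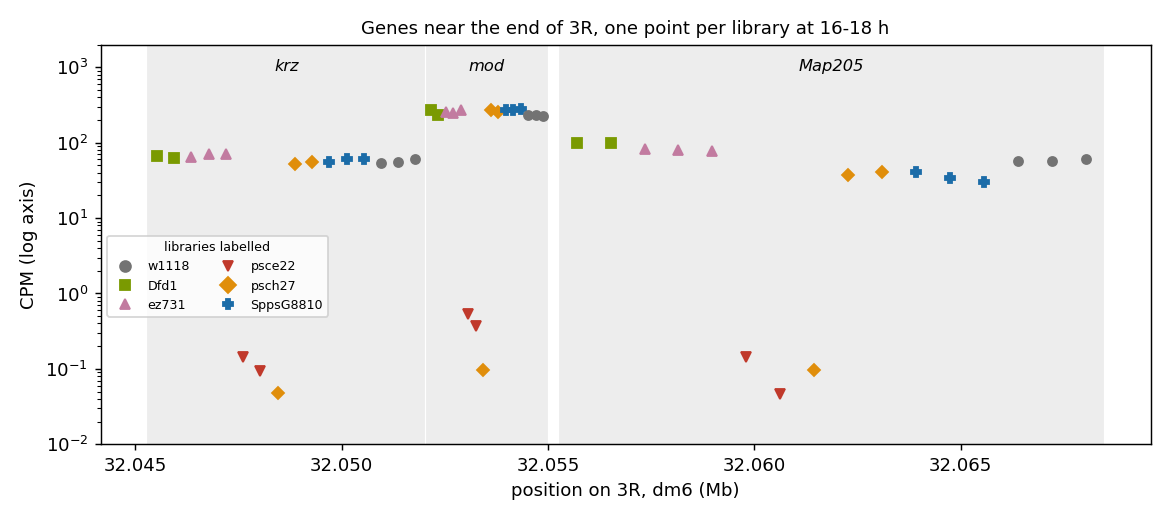
CPM (log axis) of krz, mod and Map205 in each library at 16-18 h, against position on 3R (dm6, Mb), with points spread within each gene by library. Both libraries labelled psce22 and replicate 1 labelled psch27 lie below 1 CPM, and w1118 has 56.8, 234 and 58.4 CPM on average.

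The other named genes of the libraries labelled psce22 were Ipod (10.16 ± 1.42, adjusted p = 0.0015), the Osiris genes Osi6 (6.81 ± 1.90) and Osi7 (6.57 ± 1.87), the ecdysone-inducible gene ImpE2 (4.27 ± 1.29), Lsp1gamma (4.26 ± 1.16) and the Spätzle-like gene spz4 (3.40 ± 0.97), which rose. mthl8 (-9.87 ± 2.34), salt (-5.39 ± 0.72), the phosphoserine phosphatase gene aay (-5.33 ± 1.25), the P450 gene Cyp6a18 (-5.28 ± 1.27), Jon65Aiv (-5.14 ± 1.02), Ctr1B (-5.11 ± 0.90) and Smvt (-4.43 ± 0.63) fell. Without replicate 2 labelled psce22 Osi6 (adjusted p = 0.066), Osi7 (0.072), ImpE2 (0.082), Lsp1gamma (0.063), spz4 (0.083), mthl8 (0.091), aay (0.084), Cyp6a18 (0.091) and Jon65Aiv (0.063) did not pass, and without replicate 1 ImpE2 (0.064), Lsp1gamma (0.051), mthl8 (0.058) and aay (0.050) did not. Without w1118 replicates 1 and 2 Osi6 (0.059 and 0.051), Osi7 (0.063 and 0.055), ImpE2 (0.077 and 0.062) and spz4 (0.057 and 0.053) did not pass.

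Of 17 Trithorax group and coactivator genes in the libraries labelled psce22, 13 rose, 1 fell and 3 did not pass, with 13 and 1 adjusted over the list alone. kis rose by 0.50 ± 0.11 and the Mediator subunit skd by 0.56 ± 0.12, while Trl fell to -0.62 ± 0.08 (camera adjusted p = 0.0018, adjusted p = 0.83 with an estimated correlation). Of 21 Polycomb group genes, 9 rose, 1 fell and 11 did not pass, with 9 and 1 adjusted over the list alone. Jarid2 rose by 0.27 ± 0.06 and Spps by 0.33 ± 0.08 (camera adjusted p = 0.032, adjusted p = 0.83 with an estimated correlation). Of 16 cleavage and polyadenylation genes, 6 rose and 10 did not pass, with 7 risen adjusted over the list alone. Cpsf160 rose by 0.72 ± 0.13 and pAbp by 0.60 ± 0.13 (camera adjusted p = 0.013, adjusted p = 0.83 with an estimated correlation). Without replicate 2 labelled psce22 kis (adjusted p = 0.058), skd (0.063), Jarid2 (0.065) and pAbp (0.062) did not pass.

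Of 22 cell cycle genes in the libraries labelled psce22, 7 rose and 15 did not pass, with 5 risen adjusted over the list alone; RnrL rose by 0.88 ± 0.20 and Mcm7 by 0.80 ± 0.21 (camera adjusted p = 0.022, adjusted p = 0.92 with an estimated correlation). Of 23 muscle genes, 1 rose, 12 fell and 10 did not pass, with 2 up and 15 down adjusted over the list alone. Unc-89 fell to -0.88 ± 0.20 and Zasp52 to -0.85 ± 0.19 (camera adjusted p = 0.025, adjusted p = 0.92 with an estimated correlation). Of 13 midgut and digestive enzyme genes, 5 fell and 8 did not pass, with 5 fallen adjusted over the list alone. Jon99Ci fell to -6.77 ± 1.56 and the proton pump subunit Vha16-1 to -0.65 ± 0.14 (camera adjusted p = 0.048, adjusted p = 0.83 with an estimated correlation). Of 19 heat shock and cell stress genes, 4 rose and 15 did not pass, with 4 risen adjusted over the list alone. Xrp1 rose by 0.71 ± 0.10 and Gadd45 by 0.74 ± 0.15 (camera adjusted p = 0.042, adjusted p = 0.83 with an estimated correlation). Without replicate 2 labelled psce22 RnrL (adjusted p = 0.054), Mcm7 (0.082), Unc-89 (0.072), Zasp52 (0.086), Jon99Ci (0.077) and Vha16-1 (0.063) did not pass.

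The libraries labelled psch27 did not form a uniform group. Psc ranged from 18.1 to 128 CPM over the 3 libraries (mean 88.9 ± 61.5 CPM, n = 3), Abd-B from 87.0 to 250 CPM and Ipod from 30.2 to 423 CPM. In each case replicate 1 stood apart from the other two. Its deviation from w1118 correlated across genes with r = 0.90 and 0.88 with the libraries labelled psce22, and with r = 0.14 and 0.21 with replicates 2 and 3 of its own label. Psc stood at 1.66 ± 0.49 against w1118 (adjusted p = 0.065), and passed without replicate 1 labelled psch27 (adjusted p = 9.3e-09) and with DESeq2 (adjusted p = 0.013). In all, 851 of 11366 genes changed (7.49%), 396 up and 455 down, with 97 up and 122 down over 2-fold. The count was 1557 without replicate 1 and 543 without replicate 3 labelled psch27, and 343, 347 and 465 without w1118 replicates. A fit of only these 6 libraries gave 60.

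Of 30 neuronal function genes in the libraries labelled psch27, 5 rose and 25 did not pass, with 10 up and 1 down adjusted over the list alone (camera adjusted p = 2.8e-04, adjusted p = 0.83 with an estimated correlation). ple rose by 0.82 ± 0.18, para by 0.53 ± 0.13, Syn by 0.46 ± 0.08 and the calcium channel cac by 0.45 ± 0.10. Without w1118 replicate 2 ple (adjusted p = 0.069), para (0.10) and cac (0.069) did not pass, nor did para (0.095) and cac (0.081) without w1118 replicate 1, ple (0.060) and para (0.063) without w1118 replicate 3, or para (0.091) and cac (0.053) without replicate 3 labelled psch27. Of 17 Trithorax group and coactivator genes, Trl fell (-0.50 ± 0.07) and 16 did not pass, with 3 up and 1 down adjusted over the list alone (camera adjusted p = 0.026, adjusted p = 0.83 with an estimated correlation). Of 19 heat shock and cell stress genes, 4 rose and 15 did not pass, with 4 risen adjusted over the list alone. Xrp1 rose by 0.65 ± 0.09 and GstD1 by 0.48 ± 0.10, and GstD1 did not pass without w1118 replicate 1 (adjusted p = 0.058). This list's median change was 0.07, its mean -0.09 and its camera direction up (camera adjusted p = 0.043, adjusted p = 0.83 with an estimated correlation). In the fit of only these 6 libraries, ple, para, Syn, cac, Trl, Xrp1 and GstD1 did not pass (adjusted p = 0.065 to 0.19).

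The peroxiredoxin genes Prx2540-1 (2.01 ± 0.18, adjusted p = 6.7e-05) and Prx2540-2 (1.58 ± 0.38) rose in the libraries labelled psch27, as did Ipod (8.34 ± 1.35), lectin-28C (2.12 ± 0.44), the polyubiquitin gene Ubi-p5E (1.72 ± 0.30), Osi2 (1.5 ± 0.32), Spat (1.38 ± 0.23) and Cyp6a9 (1.37 ± 0.18). The male dosage compensation RNAs roX2 (-1.87 ± 0.16) and roX1 (-1.81 ± 0.15) fell, with Npc2h (-1.60 ± 0.15), Ugt86De (-1.45 ± 0.17), the protease gene ea (-2.09 ± 0.34), Ag5r2 (-1.38 ± 0.28), the lipase gene mag (-1.38 ± 0.29) and MtnA (-1.27 ± 0.17). Cyp4p2 fell to -3.19 ± 0.80 and lab, the Hox gene, to -0.48 ± 0.10. With no filter on low counts Prx2540-2 had an adjusted p of 0.050. Without w1118 replicate 1 lectin-28C (adjusted p = 0.066), Osi2 (0.075), Prx2540-2 (0.066), Ag5r2 (0.053), mag (0.064) and Cyp4p2 (0.091) did not pass. Without w1118 replicate 2 lectin-28C (0.059), Osi2 (0.067), Prx2540-2 (0.10), lab (0.067) and Cyp4p2 (0.089) did not, and without w1118 replicate 3 Prx2540-2 (0.10) and Cyp4p2 (0.075) did not. Cyp4p2 did not pass without replicates 2 (0.058) or 3 (0.061) labelled psch27 or with no filter on low counts (0.060), and DESeq2 gave no adjusted p for it. In the fit of only these 6 libraries Prx2540-1, roX1, roX2, Npc2h, Ugt86De and Cyp6a9 passed and the other genes named here did not (adjusted p = 0.064 to 0.25).

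The libraries labelled SppsG8810 carried more transcript of Psc and of its neighbour and paralog Su(z)2. Psc rose from 28.1 ± 3.42 to 329 ± 12 CPM (n = 3 each, 3.55 ± 0.52, adjusted p = 0.0016), and Su(z)2 (FBgn0265623, 2R 12996501 to 13007911) from 48.6 ± 4.01 to 164 ± 4.89 CPM (1.75 ± 0.11, adjusted p = 1.1e-06). Spps (FBgn0039169, 3R 24223445 to 24226934) stood at 15.2 ± 0.169 CPM against 14.8 ± 0.532 CPM (0.04 ± 0.07, adjusted p = 0.85). The axon guidance receptor robo3 (FBgn0041097, 2L 1256417 to 1296596) fell from 145 ± 1.45 to 1.06 ± 0.341 CPM (-7.08 ± 0.16, adjusted p = 7.9e-12). The authors' table named psch27 was built from these columns, so the mutant they stand for is open. In all, 1007 of 11366 genes changed (8.86%), 390 up and 617 down, with 128 up and 164 down over 2-fold. A fit of only these 6 libraries gave 2783. Leaving out SppsG8810-labelled replicate 1, 2 or 3 gave 564, 508 or 490, and leaving out w1118 replicate 1, 2 or 3 gave 542, 499 or 556.

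Of 11 E(spl) genes in the libraries labelled SppsG8810, 6 fell and 5 did not pass, and 9 fell adjusted over the list alone. E(spl)m6-BFM fell to -1.29 ± 0.17 and E(spl)mbeta-HLH to -0.81 ± 0.07 (camera adjusted p = 2.6e-08, adjusted p = 0.83 with an estimated correlation). Of 52 other developmental Polycomb target genes, 2 rose, 19 fell and 31 did not pass, with 2 up and 25 down adjusted over the list alone. The homeobox genes C15 (-0.78 ± 0.10) and Dr (-0.59 ± 0.07) and the eye and leg regulator dac (-0.50 ± 0.07) fell, while the eye regulator toy rose by 0.61 ± 0.07 (camera adjusted p = 4.9e-08, adjusted p = 0.83 with an estimated correlation). Of 21 Polycomb group genes, Psc and Su(z)2 rose and 19 did not pass, with 2 risen adjusted over the list alone (camera adjusted p = 0.040, adjusted p = 0.83 with an estimated correlation). Of 30 neuronal function genes, 2 rose, 1 fell and 27 did not pass, with 3 up and 1 down adjusted over the list alone. ple rose by 0.90 ± 0.18 and Syn by 0.41 ± 0.08, while the glutamate transporter VGlut fell to -0.77 ± 0.08 (camera adjusted p = 0.0054, adjusted p = 0.83 with an estimated correlation). Of 8 Hox genes, edgeR called 0 with 2 at an unadjusted p under 0.05, and DESeq2 called 0. Dfd stood at -0.37 ± 0.14 (adjusted p = 0.14) and passed in the fit of only these 6 libraries (adjusted p = 0.0035).

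Further rises in the libraries labelled SppsG8810 were those of w (9.67 ± 1.38, from 0.0170 to 18.3 CPM), Ipod (5.96 ± 1.31, adjusted p = 0.016), lectin-28C (2.14 ± 0.44), Ubi-p5E (1.85 ± 0.30) and Cyp6a9 (1.44 ± 0.18). Ipod did not pass without w1118 replicate 1 (adjusted p = 0.067), 2 (0.064) or 3 (0.059). The peptidase gene Ance fell from 188 ± 4.24 to 21.3 ± 0.835 CPM (-3.15 ± 0.05, adjusted p = 6.2e-13) and the POU-domain gene nub from 70 ± 3.13 to 9.4 ± 0.965 CPM (-2.90 ± 0.15, adjusted p = 1.0e-07). Cyp4p2 (-5.06 ± 0.93), Drsl5 (-4.06 ± 0.62), the acetyltransferase gene AANATL2 (-3.74 ± 0.21), the neuropeptide genes Nplp1 (-2.32 ± 0.12) and Ms (-1.89 ± 0.15), ea (-1.98 ± 0.34), roX2 (-1.78 ± 0.15) and roX1 (-1.68 ± 0.15) fell as well. DESeq2 gave no adjusted p for Cyp4p2.

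Compared directly, the libraries labelled psce22 and psch27 differed in 1367 genes (12%), 215 higher and 1152 lower in psce22. In the libraries labelled psce22, IM1 (-7.0 ± 2.0), IM4 (-5.70 ± 1.68) and IM14 (-5.54 ± 1.31), which are immune-induced peptides, the trypsin gene alphaTry (-4.86 ± 1.22), the cuticle gene Cpr47Eb (-4.62 ± 1.1), Ctr1B (-4.26 ± 0.88) and Jon65Aiv (-4.25 ± 0.99) were lower. Psc was also lower (-2.11 ± 0.58, adjusted p = 0.044), as was E(z) (-0.59 ± 0.17, adjusted p = 0.043), while Rif1 (0.91 ± 0.25), Snp (0.89 ± 0.23), roX1 (0.79 ± 0.16) and the dosage compensation gene msl-2 (0.76 ± 0.16) were higher. Of 23 muscle genes, 10 were lower and 13 did not pass, with 1 up and 16 down adjusted over the list alone. Without replicate 1 labelled psch27 the count was 5520 and Abd-B passed (adjusted p = 5.4e-10).

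The number of genes called depended on the libraries fitted, and replicate 1 labelled psch27, which widened the spread of its group, resembled those labelled psce22 (r = 0.90 and 0.88). Without replicate 1 or 2 labelled psce22, or replicate 2 or 3 labelled psch27, edgeR called 0 genes, with 3191, 1887, 2387 and 2561 at an unadjusted p under 0.05, and DESeq2 on all libraries called 2363. The genes named for this contrast, other than Abd-B, then had an adjusted p of 0.096 to 0.16, 0.31, 0.15 to 0.17 and 0.15 to 0.16. edgeR also called 0 genes with the block for replicate number, with no filter on low counts (4188 at an unadjusted p under 0.05) and in a fit of only these 5 libraries (1298). With RLE size factors IM4 had an adjusted p of 0.050.

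Both Psc-labelled groups shared 632 genes that changed the same way against w1118, 287 up and 345 down, with no gene of opposite sign passed in both. Ipod, the apolipoprotein D-like gene NLaz (2.65 and 2.28 in the libraries labelled psce22 and psch27), lectin-28C (3.22 and 2.12), Prx2540-1 (1.94 and 2.01), Prx2540-2 (2.17 and 1.58), the fatty acid synthase gene FASN1 (1.83 and 1.32), the serine protease gene Sb (1.34 and 1.27), Dgp-1 (1.36 and 1.07), Ag5r (1.15 and 1.06) and the multicopper oxidase gene Mco1 (1.03 and 1.04) rose in both. Cyp4p2 (-2.67 and -3.19), ea (-3.42 and -2.09), mag (-2.89 and -1.38), Rh50 (-2.84 and -1.17), Ag5r2 (-2.75 and -1.38), MtnA (-1.77 and -1.27), Ugt86De (-1.76 and -1.45), Obp83cd (-1.41 and -1.21), roX2 (-1.23 and -1.87) and kek2 (-1.14 and -1.19) fell in both. Simulated data with shared controls and no gene changed gave 0 such genes in each of 20 simulations. Hardly any gene passes there at all, so this does not show what real changes would share. Independent lists would share 70.2 up and 99.5 down. The count was 416 and 315 without replicate 1 or 2 labelled psce22, and 258, 279 and 368 without w1118 replicate 1, 2 or 3. The 3 controls could not be divided between the groups, and replicate 1 labelled psch27 resembled those labelled psce22.

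In all 5 labelled mutant groups at 16-18 h, 127 genes changed the same way against the shared w1118 libraries, 57 up and 70 down. Ipod rose in every group (5.96 to 10.76), as did Sxl (0.67 to 0.95), the master switch of female development, ple (0.82 to 1.51), the chromatin remodelling subunit Acf1 (0.47 to 0.58), GstD3 (1.24 to 4.48) and Mal-A8 (1.54 to 3.33). roX1 (-1.81 to -0.92), roX2 (-1.87 to -0.74), kek2 (-1.37 to -1.14), Npc2h (-1.60 to -0.83) and mthl3 (-1.23 to -0.58) fell in every group. All 5 comparisons use the same 3 controls, and a property of those libraries would move every group alike. Simulated data without any change gave 0 shared genes, which cannot weigh such a property. The count was 77 without psce22-labelled replicate 2, 195 without psch27-labelled replicate 1, 78 and 81 without SppsG8810-labelled replicates 2 and 3, and 65, 58 and 78 without w1118 replicate 1, 2 or 3.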

Values the study reported

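The paper reports that in CBP mutants at 14-16 h, 21% of expressed genes with alternative polyadenylation changed their 3' end site selection. It also reports that mutation of E(z), Dfd or Psc had little to no effect on the use of polyadenylation sites. Gene-level counts such as those compared here do not measure either.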

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

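For this part, the tests of the w1118 stock, of the X chromosome in nej3 against nejEP1179, of the column names, of the yolk protein genes and of age and adult RNA in the libraries labelled Dfd1 were chosen only after the result was seen, and the bounds used to read all tests of this part were put into code after first values were known. A library was singled out when its distance from the nearest of the 4 libraries of its group exceeded Dixon's critical value at 95%, as a share of the group's range. For 78 genes named in the text and 3 measures per library (total count, genes with a count and share of the 10 most abundant genes), each of the 3 groups of 4 libraries was tested unless all its values were equal. Of these 242 tests 15 found such a library, where chance gives about 1 in 20, or 12.1.

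Replicate 2 of nejEP1179 held 8 of these, most of them heat shock genes. Its level was 7.35 CPM for Hsp70Bc (0.0556 to 1.19 CPM in the other libraries of the group), 151 CPM for Hsp26 (6 to 18.6 CPM), 26.7 CPM for Hsp70Bb (1.17 to 4.98 CPM), 65 CPM for Hsp27 (14.3 to 18.2 CPM) and 62.3 CPM for Hsp23 (10.5 to 16.7 CPM). Hsp67Bc was at 64.5 CPM (47.1 to 49.1 CPM), E(spl)malpha-BFM at 4.41 CPM (3.32 to 3.50 CPM) and ttk at 412 CPM (367 to 373 CPM). Among the other nejEP1179 libraries, replicate 1 had 240 CPM of Zasp52 (268 to 272 CPM in the others) and replicate 3 had 6.54 CPM of Psf3 (8.29 to 8.56 CPM). In nej3, replicate 3 had 226 CPM of nej (247 to 251 CPM in the others), 34.1 CPM of PH4alphaSG2 (31.8 to 32 CPM) and 668 CPM of roX1 (621 to 628 CPM), and replicate 2 had 1.63 CPM of Cyp6t1 (2.35 to 2.45 CPM). Replicate 4 of w1118 at 14-16 h had 232 CPM of nej against 253 to 257 CPM in the other libraries. With 15 found and 12.1 expected by chance, single entries carry little weight. That comparison cannot weigh the 8 entries of replicate 2 of nejEP1179 as a set, since they share 1 library and are not independent. No biological explanation was tested for any entry.

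The changes in each nej allele were weighed first by the X, where both mutations lie: genes on it changed less often than others in nej3 (odds ratio 0.792, 0.694 to 0.901), and no excess was seen in nejEP1179 (0.886, 0.78 to 1). Both argue against X-linked strain background as the whole cause. More males than in w1118 would raise roX1, by about 1 for males only. It stood at 0.20 (0 to 0.40) in nej3 and 0.22 (0.02 to 0.42) in nejEP1179, and roX2 did not rise. These values cannot decide the share of males, as they take roX1 per male to be alike in w1118 and the mutants. At 16-18 h roX1 was at 848 CPM in w1118 and at 242 to 447 CPM in the labelled mutant groups. An excess of males stays open, also males only, which sorting against a marked X balancer would give. In both alleles msl-2 rose (0.37, adjusted p = 2.7e-04, and 0.32, adjusted p = 0.0010), as more males could give. So could the level of Sxl, which fell in nejEP1179 (-0.34, adjusted p = 0.0010) and stood at -0.11 in nej3 (adjusted p = 0.20, or 0.036 without replicate 1). Still open are a difference in age (mean r with the w1118 change between ages -0.01, -0.19 to 0.16, in nej3 and 0.20, 0.03 to 0.35, in nejEP1179), a difference of the w1118 stock, and loss of CBP, which the design names and which stays untested against them. The stock was looked at in a pair of ways: of 1448 genes changed in both alleles and tested at both ages, 24 changed the same way in all 7 mutants (8.41 expected), with 2 of 20 named ones, and their median change signed by nej was 0.06 (quartiles -0.16 and 0.30) at 16-18 h against 0.45 in nej.

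Splits of the libraries bear on the same counts. For nej3 against w1118, 1 of 35 splits, the real one, gave as many genes as the real 2431, and the highest other gave 0. For nejEP1179 it was 1 of 35 (2776, highest other 0) and for nej3 against nejEP1179 1 of 35 (563, highest other 51). A share of 1 of 35 is the lowest that these splits allow, and splits that mix the groups also widen the spread. The splits argue against chance but do not exclude it. Genes that differed between the nej alleles lay more often on the X (odds ratio 2.04, 1.74 to 2.38), as linked strain background would give.

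The column names of the 16-18 h table were weighed next. A single library with a wrong name is argued against, since 4 of 5 of the authors' tables were given by columns of another name. Names and data in different orders stay open and could account for all 5 tables: with the groups' names sorted capitals first over the data columns, 5 of 5 tables were given. The count table's grouping of the libraries labelled psch27 is argued against, since replicate 1 correlated across genes at 0.90 and 0.88 with those labelled psce22 and at 0.14 and 0.21 with replicates 2 and 3, which correlated at 0.82 with each other. For the libraries labelled ez731 and SppsG8810, which both namings keep whole, the right name stays open, and groups were left as labelled. Psc was at 329 CPM in those labelled SppsG8810 and at 121 and 128 CPM in replicates 2 and 3 labelled psch27, against 28.1 CPM in w1118. The authors' tables named psch27 and psce22 were built from these columns, so the raised Psc goes with the authors' names. A transcript level alone cannot settle a genotype, as nej itself did not pass in nej3.

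In the libraries labelled Dfd1, 18 of 19 eggshell genes rose over 2-fold, and eggs that did not develop were not tested as a source of these or of the maternal transcripts. RNA of adult female tissue may account for the eggshell transcripts, as 3 of 3 yolk protein genes rose as well. It is argued against as the whole cause of the changes: over 761 other genes that rose over 2-fold, the excess over w1118 in replicate 1 relative to replicate 2 had a median log2 ratio of 0.81 (interval 0.72 to 0.90), while that of the eggshell genes was 1.80, with quartiles 1.72 and 1.86. For the yolk protein genes it was 1.63 (quartiles 1.62 and 1.68), also below the lower quartile of the eggshell genes. The ratio was 1.67 for maternal germline transcripts, 0.95 for cell cycle genes, 0.66 for Polycomb group genes and 0.52 for cleavage and polyadenylation genes. Younger embryos (mean r = -0.67, -0.68 to -0.65, with the change between ages in w1118), strain background on chromosome 3 (odds ratio 1.25, 1.16 to 1.35) and loss of Dfd stay open.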

How the results depend on the processing

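For this part, no alternative was chosen after the result was seen, and groups at 16-18 h are named by their label. Of 3630 values of the 317 gene contrasts named in the report under the alternatives, 3383 kept their direction and side of the threshold, 233 no longer passed, 14 newly passed and 0 reversed. Counts within 1.5 times that reported are not given one by one. The gene lists gave 0 calls with an estimated correlation, with 7 tests at an unadjusted p under 0.05. DESeq2 called 2363 genes for psce22 against psch27, where edgeR called 0 with no filter on low counts, 0 with only the libraries of the groups compared and 0 with the replicate block (4188, 1298 and 3556 at an unadjusted p under 0.05). With only the groups compared, nej3 against nejEP1179 gave 563, psch27 gave 60 and SppsG8810 gave 2783. Only the libraries of those groups then set the spread. For SppsG8810 it no longer included the libraries labelled psch27, whose replicate 1 stood apart, while for psch27 it did. The cause was not tested further. Leaving out 1 library gave 0 to 5520 genes for psce22 against psch27, 802 to 3685 for psce22, 343 to 1557 for psch27, 490 to 564 for SppsG8810, 626 to 991 for nej3 against nejEP1179, 258 to 702 for both Psc-labelled groups and 58 to 195 for all 5 labelled groups. The ranges were 1980 to 2362 for nej3, 1906 to 2574 for nejEP1179, 4276 to 5438 for Dfd1, 2230 to 3066 for ez731, 1128 to 1503 for both nej alleles and 31 to 37 for the list tests. Where 1 library of a pair was left out, the lone library was taken to vary like the other groups. For each contrast only libraries of its own groups were left out. The effect of leaving out replicate 1 labelled psch27 on the counts for Dfd1, ez731, psce22 and SppsG8810 against w1118 was thus not read. Libraries of equal number share only a number in the labels. Over 48 such pairs in different groups, the deviations from the group means had a median r of 0.03 (-0.42 to 0.46), and in 18 of the 48 the library matched its own number best. Of 18 pairs of groups, 3 had every r over 0.1, among them ez731 and SppsG8810 at all 3 numbers (0.43, 0.24 and 0.46), and none of the 3 was a contrast tested. With the block for replicate number the counts were 2229 (nej3), 2211 (nejEP1179), 768 (nej3 against nejEP1179), 5577 (Dfd1), 3124 (ez731), 3752 (psce22), 680 (psch27), 885 (SppsG8810), 1274 (both nej), 501 (both Psc) and 113 (all 5). With this block 30 list calls passed, and heat shock and midgut genes in psce22 (adjusted p = 0.062 for both), heat shock genes in psch27 (0.057) and Polycomb group genes in SppsG8810 (0.052) did not. At 17.9 to 35.8% recovery of 1.5-fold changes at 16-18 h, most small changes there were missed in the simulated data. At 14-16 h the recovery was 79.1% in nej3 and 65.7% in nejEP1179. The total count per library was 17940038 to 22354257 at 16-18 h and 13129082 to 21509453 at 14-16 h, so lower depth does not account for this. Whether the number of libraries or the spread of the mixed group labelled psch27 does was not tested.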

Other observations

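The test of age in the libraries labelled psce22, the tests on the chromosomes that the authors' table names point to, the sets of adult genes, and the genes of the next 2 paragraphs were chosen only after the result was seen. The libraries labelled SppsG8810 lacked transcripts of a pair of nearby genes on 2L: robo3 was at 1.06 ± 0.341 CPM against 145 ± 1.45 CPM in w1118, and CG5397 (FBgn0031327, 1240036 to 1243018) was listed at 0 counts in all 3 libraries against 26.4 CPM. In the other labelled groups robo3 was at 135 to 176 CPM. mthl8 was at 0.0239 CPM in the libraries labelled psce22, 0.989 CPM in those labelled ez731, 20.5 CPM in those labelled psch27, 33.4 CPM in those labelled SppsG8810 and 27.8 CPM in w1118. krz, mod and Map205 were at up to 54.8, 268 and 40.5 CPM in replicates 2 and 3 labelled psch27. The dosage compensation RNA roX1 was at 848 ± 22.1 CPM in w1118 at 16-18 h and at 242 to 447 CPM on average in each labelled mutant group, while Sxl was at 157 ± 12.7 CPM in w1118 and at 249 to 303 CPM in those groups. At 14-16 h roX1 did not pass in nej3 (0.20, adjusted p = 0.19) or nejEP1179 (0.22, adjusted p = 0.14), but it passed without w1118 replicate 3 (adjusted p = 0.020 and 0.014).

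Of 10134 genes tested at both ages, 24 changed the same way in all 7 mutants against w1118, 13 up and 11 down, and 13 changed one way in both nej alleles and the other way at 16-18 h. Ipod rose in all 7, and the chaperone gene Cnx14D fell in all (-8.21 to -4.15). PGRP-SD fell (-3.31 to -0.86), while Acf1 rose (0.47 to 1.24), as did gfzf (0.34 to 1.68) and the globin gene glob1 (0.17 to 1.67). Each late direction is drawn from the libraries labelled as given, and every contrast of an age shares its w1118 libraries.

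By the name of the table, the authors' deposited tables call 2394 genes in nej3, 2693 in nejEP1179, 5893 in Dfd1, 5354 in ez731, 1609 in psce22, 2127 in psch27 and 3755 in SppsG8810. The last 4 were built from columns of other labels, so they do not stand beside the counts given here for groups of the same label. The authors' deposited table named ez731 lists Abd-B at 1.44 and Antp at 0.64 (log2). The authors' deposited table named psch27 lists Psc at 3.56 and Su(z)2 at 1.77, and the authors' deposited table named psce22 lists Psc at 2.15. The authors' deposited table named SppsG8810 lists Spps at -0.04, and the authors' deposited table named Dfd1 lists Dfd at -1.27.

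In replicate 1 labelled ez731 the median was 338 CPM for yolk protein genes (33.2 and 27.4 CPM in replicates 2 and 3), 19.7 CPM for adult eye genes (2.42 and 1.90 CPM) and 6.49 CPM for eggshell genes (0.699 and 0.564 CPM). The w1118 libraries had medians of 0.75 to 3.31 CPM for yolk protein genes, 1.5 to 1.88 CPM for adult eye genes and 0.1 to 0.916 CPM for eggshell genes. Of 9 adult eye genes, 6 rose in the libraries labelled ez731 and 2 in those labelled Dfd1. Seminal fluid genes had too few counts to be tested. The hypothesis that the libraries labelled psce22 came from younger embryos than w1118 was tested by the correlation of their changes with the change between ages in w1118. The mean r was -0.62 over 8350 genes (lowest -0.63 and highest -0.61 over 3 splits of the controls). A younger age could give this, and a slowed development could too. So could a trait common to the w1118 libraries at 16-18 h, which enter both sides. For the libraries labelled ez731, psch27 and SppsG8810 the mean r was 0.05, -0.27 and -0.06.

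The share of changed genes on the chromosome of the gene that the label names had an odds ratio of 1.04 (0.961 to 1.13) for ez731, 0.983 (0.908 to 1.06) for psce22, 1.03 (0.888 to 1.19) for psch27 and 0.95 (0.831 to 1.08) for SppsG8810. On the chromosome of the gene that the authors' table name points to, where it differs, the odds ratio was 1.13 (1.05 to 1.22) for the libraries labelled psce22, 0.846 (0.732 to 0.978) for those labelled psch27, of which replicate 1 is concerned, and 1.02 (0.891 to 1.17) for those labelled SppsG8810. As the whole cause, strain background linked along the chromosome is argued against under either name for the libraries labelled ez731 and SppsG8810, with room for a small excess within the intervals. The libraries labelled psch27 did not form a uniform group, so their odds ratios cannot decide this under either name. Linked strain background also stays open for those labelled psce22, where the answer depends on the name. The splits of the libraries are too few for a share under 0.05 in the libraries labelled ez731 (1 of 10 splits, real 4130, highest other 0), psch27 (1 of 10, real 60, highest other 0) and SppsG8810 (1 of 10, real 2783, highest other 0).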
